# Pregnane X Receptor Knockout Mice Display Aging-Dependent Wearing of Articular Cartilage

**DOI:** 10.1371/journal.pone.0119177

**Published:** 2015-03-06

**Authors:** Kotaro Azuma, Stephanie C. Casey, Tomohiko Urano, Kuniko Horie-Inoue, Yasuyoshi Ouchi, Bruce Blumberg, Satoshi Inoue

## Abstract

Steroid and xenobiotic receptor (SXR) and its murine ortholog, pregnane X receptor (PXR), are nuclear receptors that are expressed at high levels in the liver and the intestine where they function as xenobiotic sensors that induce expression of genes involved in detoxification and drug excretion. Recent evidence showed that SXR and PXR are also expressed in bone tissue where they mediate bone metabolism. Here we report that systemic deletion of PXR results in aging-dependent wearing of articular cartilage of knee joints. Histomorphometrical analysis showed remarkable reduction of width and an enlarged gap between femoral and tibial articular cartilage in PXR knockout mice. We hypothesized that genes induced by SXR in chondrocytes have a protective effect on articular cartilage and identified Fam20a (family with sequence similarity 20a) as an SXR-dependent gene induced by the known SXR ligands, rifampicin and vitamin K2. Lastly, we demonstrated the biological significance of Fam20a expression in chondrocytes by evaluating osteoarthritis-related gene expression of primary articular chondrocytes. Consistent with epidemiological findings, our results indicate that SXR/PXR protects against aging-dependent wearing of articular cartilage and that ligands for SXR/PXR have potential role in preventing osteoarthritis caused by aging.

## Introduction

Steroid and xenobiotic receptor (SXR) and its murine ortholog pregnane X receptor (PXR) (also known as PAR and NR1I2) are nuclear receptors that are mainly expressed in the liver and intestine where they regulate transcription of drug metabolizing enzymes and transporters [1,2]. These receptors have been shown to be activated by various endogenous and dietary substances, pharmaceutical agents, and xenobiotic compounds [3].

In addition to its function as a xenobiotic sensor, we found that SXR/PXR plays important roles in bone tissue [4]. Expression of SXR/PXR was detected in osteoblasts [5], and systemic ablation of PXR caused osteopenia and consequent mechanical fragility [6], indicating a bone protective function for SXR/PXR. We previously reported that the fat soluble vitamin K2 activated SXR/PXR and elicited SXR/PXR-dependent biological functions in bone [5,7]. In clinical studies, administration of vitamin K2 was shown to prevent bone fracture [8,9], which led to the approval of vitamin K2 as a drug for osteoporosis in eastern Asian countries.

Some epidemiological studies have implied that vitamin K is related to another skeletal disease, osteoarthritis. In both North America and Japan, low vitamin K intake was shown to be related to the prevalence of osteoarthritis [10–12]. Based on these studies, we hypothesized that SXR/PXR-mediated vitamin K signaling exerts protective effects on articular cartilage and bone tissue and decided to evaluate the articular cartilage in PXR knockout mice.

In this study, we characterized the histomorphometrical phenotypes of PXR knockout mice to understand the roles of SXR/PXR in the cartilage tissue. Our results demonstrated that loss of SXR/PXR caused wearing of articular cartilage of knee joints in aged mice. We also found a candidate gene mediating the cartilage-protective effect of SXR/PXR by analysis of SXR-dependent ligand-induced genes in a murine chondrocytic cell line.

## Materials and Methods

### Ethics Statement

This study was carried out in strict accordance with the consent of the Animal Care and Use Committees of University of California, Irvine. The protocol was approved by the Animal Care and Use Committees of University of California, Irvine (Protocol Number: 2003–2487) and the Animal Experimentation Committee of the University of Tokyo (Protocol Number: P09-001).

### Animal experiments

The generation of PXR knockout (PXRKO) mice has previously been described [13]. The PXRKO mice were maintained in the 129/Sv background. The animals were housed in a temperature-controlled room (22°C) with a daily light/dark schedule of 12 h. The animals had free access to water and were fed a standard laboratory chow. Age-matched 129/Sv wild-type mice were used as controls and maintained under the same conditions. When mice were sacrificed, anesthesia with isoflurane inhalation or an intraperitoneal injection of 2.5% avertin was employed to minimize suffering of animals. Cervical dislocation was done following anesthesia to ensure death.

### Cartilage histomorphometry

The legs were fixed with 70% ethanol and soft tissues were removed. Cartilage histomorphometry was performed on undecalcified sections with the Villanueva Bone Stain [14].

### Cell culture and infection with adenovirus vectors

Primary culture of articular chondrocytes was performed as previously described [15]. Cos7 cells were purchased from ATCC (Manassas, VA, USA) and grown in Dulbecco's modified Eagle medium (DMEM) with 10% fetal calf serum (FCS) at 37°C under 5% CO2. ATDC5 cells were purchased from RIKEN Cell Bank (Tsukuba, Japan). ATDC5 cells were maintained in medium consisting of a 1:1 mixture of DMEM and Ham's F-12 (Invitrogen) supplemented with 10% FCS, at 37°C under 5% CO2. When ATDC5 cells were treated with SXR ligands, they were cultured in phenol red-free DMEM with 5% charcoal/dextran-treated FCS from 24 h prior to rifampicin (Nacalai Tesque, Kyoto, Japan), MK-4 (gifted by Eisai Co., Ltd., Tokyo, Japan), or vehicle (0.1% ethanol) treatment. Recombinant adenoviruses were generated using the Adenovirus Expression Vector Kit (Takara Bio, Otsu, Japan) and used at a multiplicity of infection (MOI) of 40–100 according to the manufacturer's protocol.

### Microarray and cluster analysis

Total RNA was extracted from the cells using the ToTALLY RNA Kit (Ambion, Austin, TX). Profiling of mRNA was performed on Affymetrix Mouse Gene 1.0 ST arrays (Affymetrix Inc., Santa Clara, USA) according to the Gene Chip labeling assay manual version 4. Hierarchical clustering of gene expression was performed using Cluster 3.0 software [16], and the heat map was created using Java Treeview version 1.1.6 [17].

### Quantitative real-time polymerase chain reaction analysis

Total RNA was isolated using the TOTALLY RNA kit (Ambion). First-strand cDNA was generated by using PrimeScript RT reagent Kit (Takara Bio, Otsu, Japan). mRNA levels were quantified by real-time polymerase chain reaction (PCR) using SYBR Green PCR master mix (Applied Biosystems, Foster City, CA, USA) and a 7500 Fast Real-Time PCR system (Applied Biosystems). Relative differences in the amount of the PCR products between the treatment groups were evaluated using GAPDH as an internal control. The primer sequences for PCR amplification were as follows: PXR Forward, 5′-TCATGTCCGATGCCGCTGTG-3′; PXR Reverse, 5′-AGGCGGTGGAGCCTCAATCT-3′; Fam20a Forward, 5′-CCGCAGACTCCAGATCATCC-3′; Fam20a Reverse, 5′-GTCTGGAGCCGAACGTTGTG-3′; GAPDH Forward, 5′-TGGCATGGCCTTCCGTGTTC-3′; GAPDH Reverse, 5′-CAGATGCCTGCTTCACCACC-3′, Col2a1 Forward, 5′-GCTGGCAGCTGTCTGCAGAA-3′; Col2a1 Reverse, 5′-CGCAGAGGACATTCCCAGTG-3′; aggrecan Forward, 5′-GGTCTTTGTGACTCTGAGGG-3′; aggrecan Reverse, 5′-AGTAGCAGGGGATGGTGAGG-3′; ADAMTS5 Forward, 5′-AAACACGGGAGCGAGGCCAT-3′; ADAMTS5 Reverse, 5′-AGGTAGCCCACTTTGCCACC-3′, Mmp-13 Forward, 5′-TGGACTCCCTGTTGGTCCCT-3′, Mmp-13 Reverse, 5′-TCCCGCAAGAGTCGCAGGAT-3′.

### Luciferase assay

Three copies of putative PXR responsive element or mutated PXR responsive element were inserted into tk-luc vector [18] by annealing complimentary oligonucleotides containing cohesive BamHI and HindII sites at both ends. Oligonucleotides used are as follows: 5’-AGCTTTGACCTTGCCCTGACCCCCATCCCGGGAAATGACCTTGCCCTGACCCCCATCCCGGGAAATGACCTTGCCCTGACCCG-3’ and 5’-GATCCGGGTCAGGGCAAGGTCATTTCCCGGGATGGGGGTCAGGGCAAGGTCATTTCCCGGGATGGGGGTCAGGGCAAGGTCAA-3’ for PXR responsive element, 5’-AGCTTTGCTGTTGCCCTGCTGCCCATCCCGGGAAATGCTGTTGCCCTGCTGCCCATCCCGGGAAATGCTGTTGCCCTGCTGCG-3’ and 5’-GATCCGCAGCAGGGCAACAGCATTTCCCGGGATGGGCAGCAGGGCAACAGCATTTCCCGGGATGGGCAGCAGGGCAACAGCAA-3’ for mutated PXR responsive element. Cos7 cells were transfected with pCDG SXR or PXR plasmid [1], tk-luc PXR responsive element or mutated PXR responsive element, and CMX-β-galactosidase control plasmid using Opti-MEM (Life technologies, Carlsbad, CA, USA) and Lipofectamine 2000 (Life technologies). The cells were stimulated with indicated ligands for 24 h, and assayed for luciferase and β-galactosidase activity. Luciferase activity was measured as relative light units generated by catalyzing luciferin, then normalized by optical density of ortho-nitrophenol generated from ortho-nitrophenyl-β-D-galactopyranoside (ONPG) catalyzed by β-galactosidase.

### Small interfering RNA

Small interfering RNA for Fam20a (sense strand, GCCAAGUGUCCGUACAUGUGC; antisense strand, ACAUGUACGGACACUUGGCGA) and control siRNA (NC; negative control) were purchased from RNAi Inc. (Tokyo, Japan). SiRNA (4 pmol) was transfected into primary articular chondrocytes (5 × 10^4^ cells/well on 24-well plates) isolated from C57BL6/J mice using 0.5 μl of siPORT NeoFX transfection agent (Ambion) using the reverse transfection method according to the manufacturer’s instructions.

### Statistical analysis

Data are expressed as mean ± SEM. Differences between mean values were analyzed using unpaired Student’s t-test unless otherwise noted. One-way analysis of variance was used with Dunnett’s test for multiple comparisons.

## Results

### Age-dependent wearing of articular cartilage in PXR knockout mice

To examine the effects of PXR on the articular cartilage, we utilized PXR knockout (PXRKO) mice. We evaluated the knee joints of relatively old 8-month-old and 13-month-old female PXRKO mice and female wild-type (WT) mice of the same age (Fig. 1). Histomorphometrical analysis of the lateral articular cartilage of the tibia revealed that the cartilage width of 8-month-old and 13-month-old PXRKO mice was significantly decreased compared with that of WT mice (Fig. 2A). The gap between the femoral and tibial lateral articular cartilage was significantly increased in 8-month-old and 13-month-old PXRKO mice relative to that of WT mice (Fig. 2B). These phenotypes are similar to those of osteoarthritis seen in elderly people. We then examined when this osteoarthritis-like phenotype develops in PXRKO mice. We evaluated the width of the lateral articular cartilage of the tibia in 4-month-old female PXRKO mice and WT mice. In contrast to aged mice, 4-month-old PXRKO mice displayed no significant differences in the width of the lateral articular cartilage compared with control mice (Fig. 2A). Compared with WT mice, the thickness of the articular cartilage of PXRKO mice did not increase between 4 months and 8 months, and it began to show wear between 8 months and 13 months. These results indicate that wearing of cartilage in PXRKO mice is an age-dependent pathological process similar to human osteoarthritis, although the damage in the surface of the cartilages was milder than expected considering their decreased width.

**Fig 1:**
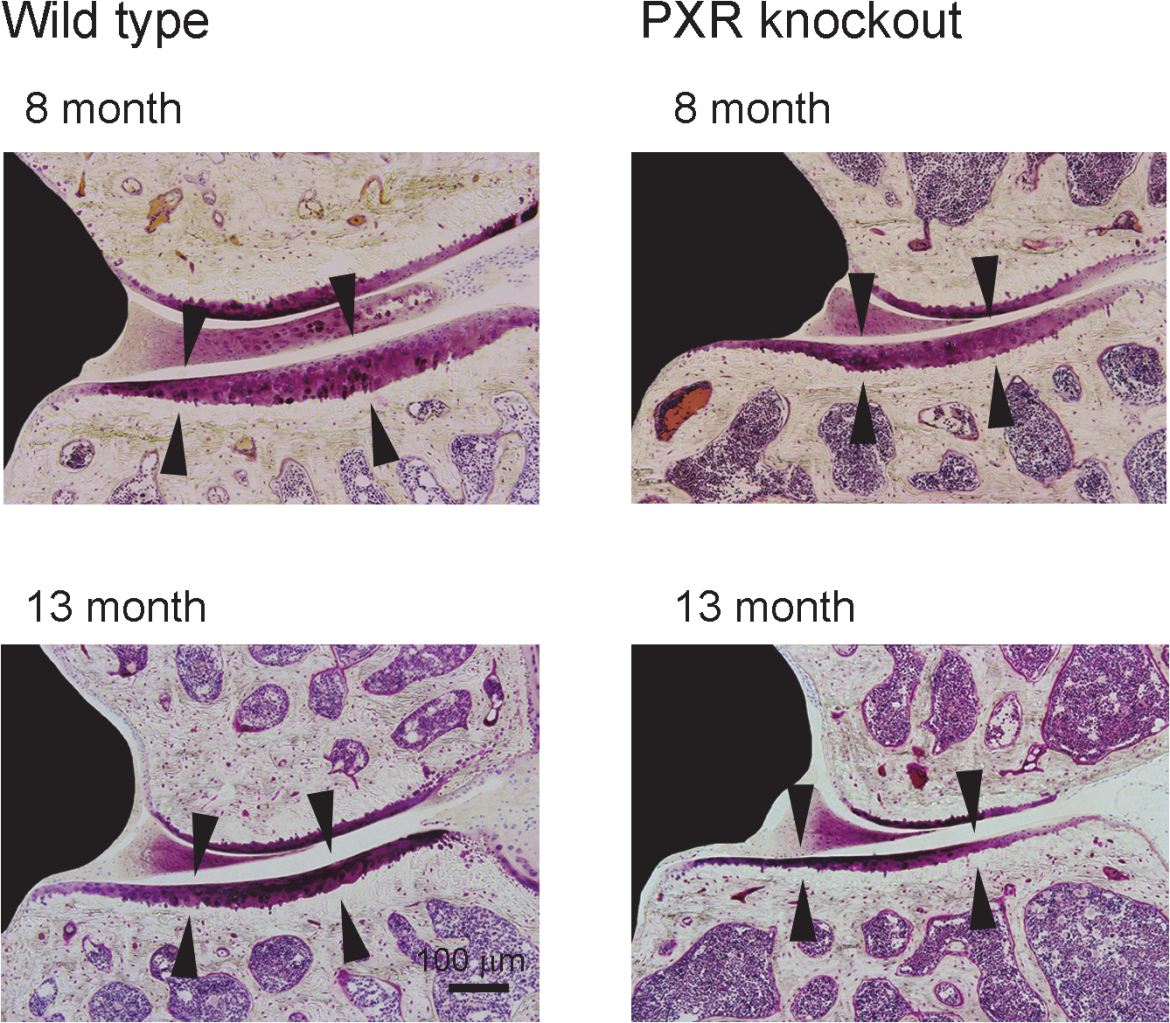
Wearing of articular cartilage of the knee joint in PXR knockout mouse. Representative microscopic image of articular cartilage of 8-month-old and 13-month-old wild-type and PXR knockout mice are shown. Arrowheads indicate lateral articular cartilage of the tibia.

**Fig 2:**
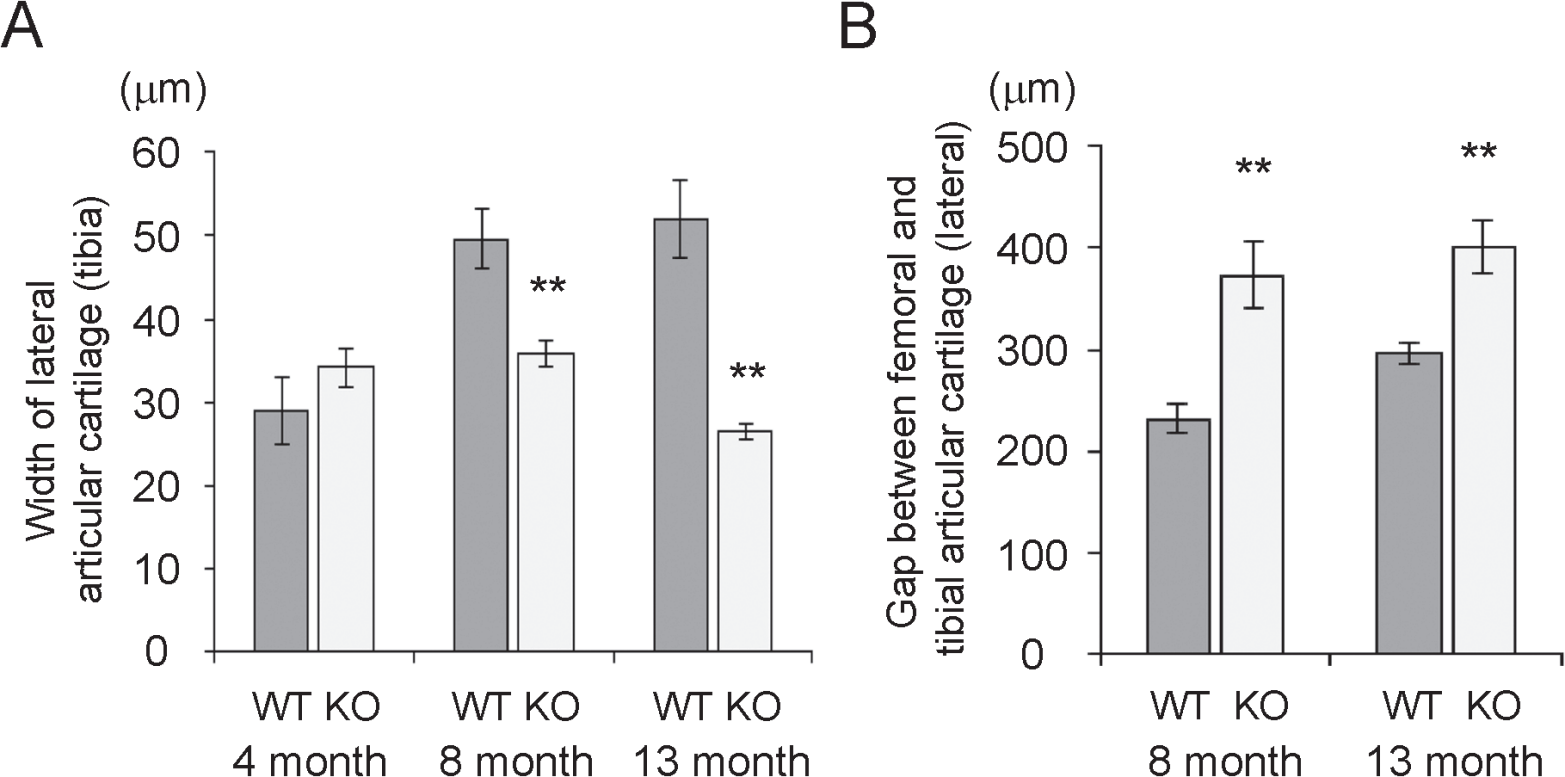
Age-dependent wearing of articular cartilage of the knee joint. (A) Width of lateral articular cartilage of the tibia in 4-month-old wild type (WT; n = 8) and PXR knockout (KO; n = 8) mice, 8 month-old wild type (WT; n = 6) and PXR knockout (KO; n = 6) mice, and 13 month-old wild type (WT; n = 5) and PXR knockout (KO; n = 4) mice is shown. (B) Gap between femoral and tibial articular cartilage of 8-month-old wild-type (WT; n = 6) and PXR knockout (KO; n = 6) mice and 13 month-old wild-type (WT; n = 5) and PXR knockout (KO; n = 4) mice are shown. **P < 0.01.

### SXR-dependent induction of Fam20a by SXR ligands

We previously demonstrated that SXR is expressed in human primary chondrocytes at almost the same levels as in human primary osteoblasts [19]. Therefore, we hypothesized that SXR/PXR expressed in chondrocytes has a physiological role in maintaining articular cartilage and used the murine chondrocytic cell line ATDC5 for our initial investigations. Because ATDC5 cells express low amounts of endogenous PXR, we overexpressed human SXR in ATDC5 cells using an adenovirus vector. These cells were stimulated with the SXR ligands rifampicin, vitamin K2, or vehicle (ethanol) for 24 h. 

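ATDC5, a mouse cell line that forms chondrocytes in culture, was infected with adenovirus carrying human SXR (adeno-SXR) or, as a control for infection, the red fluorescent protein DsRed (adeno-DsRed). Adeno-SXR cells were treated with ethanol (the vehicle, 0.1%), 10 μM rifampicin or 10 μM vitamin K2 for 24 h, and adeno-DsRed cells with ethanol or vitamin K2. Total RNA of each of these 5 conditions was hybridised to 1 Affymetrix Mouse Gene 1.0 ST array. Rifampicin in adeno-DsRed cells was not analysed here. The deposited values are log2 levels of 35556 probe sets that the authors made by RMA, which corrects background, gives the arrays the same distribution of probe signals and summarises the probes of each probe set. Probe sets assigned to the same single gene were averaged. This gave 19938 genes, of which 11997 reached a level of 7.22, the median of all values, on at least 1 array and were compared. Differences are given on the log2 scale between 2 arrays, and a gene was counted as higher or lower at 1.5-fold or more. With 1 array per condition no test could be made, so a difference compares those arrays and has no replicate check. The mouse PXR gene, Nr1i2, was dim on all 5 arrays, at levels of 6.26 to 6.88. Whether its probe set detects the human SXR that the virus carries was not tested, so its level is no check of the added SXR. Across probe sets, the correlation between arrays ran from 0.943 (adeno-DsRed with ethanol and with vitamin K2) to 0.990 (adeno-SXR with ethanol and with rifampicin). Where a gene was below 7.22 on 1 of the 2 arrays, the size of its difference is uncertain and may be understated. In each comparison that uses an adeno-DsRed array the median difference depended on the level of the gene. Over 10 groups of genes by level, for adeno-SXR minus adeno-DsRed cells with ethanol it went from 0.24 in the dimmest group to -0.18 in group 7. With vitamin K2 it went from -0.04 in the dimmest to 0.42 in the brightest group. A smaller trend was seen for rifampicin minus ethanol in adeno-SXR cells, from 0 in the dimmest group to -0.11 in the brightest.

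**Figure D1:**
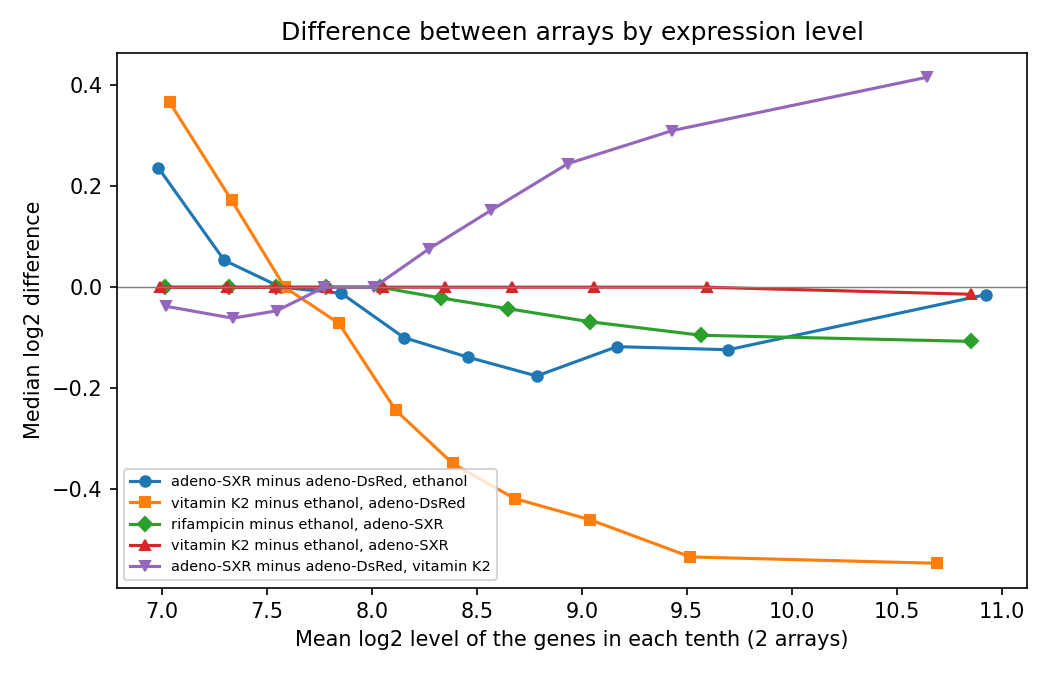
Median log2 difference (vertical axis) against mean log2 level (horizontal axis) for the 11997 genes in 10 groups by level, with a line for each of 5 comparisons of 2 arrays. For vitamin K2 minus ethanol in adeno-DsRed cells the median goes from 0.37 in the dimmest group to -0.55 in the brightest, while for vitamin K2 minus ethanol in adeno-SXR cells it is -0.01 in the brightest group.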

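In adeno-SXR cells, 144 genes were higher and 157 lower with rifampicin than with ethanol. Outside S1 Table the largest differences were those of Prl2c5, a member of the prolactin family (log2 difference 1.85), and Meig1 (1.59). Next were Fmo1, a flavin-containing monooxygenase that oxidises drugs (1.57), and Plpp3, a lipid phosphatase (1.57). With ethanol, Fmo1 (-2.55) and Plpp3 (-2.03) were lower in adeno-SXR than in adeno-DsRed cells. Their levels with rifampicin (10.01 and 9.92) were still below that adeno-DsRed array (10.98 and 10.39). The lowest differences with rifampicin in adeno-SXR cells were those of Fndc1 (-1.75), the histone gene H2ac4 (-1.33) and Sorbs2 (-1.22). Vitamin K2 in the same cells gave 447 higher and 617 lower genes. Among the highest were the stress-induced genes Atf3 (3.00) and Gadd45a (2.61), and among the lowest were Ndnf (-2.57), the Wnt receptor Fzd1 (-2.14) and Sp7, a transcription factor of osteoblasts (-1.89). In adeno-DsRed cells, which lack the added SXR, vitamin K2 gave 887 higher and 3474 lower genes, and Atf3 (2.75) and Ndnf (-2.71) were again among the highest and the lowest. Inhba, which encodes an activin subunit, was also higher there (2.85), and Txnip, a thioredoxin inhibitor, was lower (-3.14). In simulated data, 1375 of 11797 unchanged genes were counted in the adeno-DsRed comparison. For rifampicin and vitamin K2 in adeno-SXR cells 11 and 102 were. The counts of the comparisons thus cannot be set side by side, and many of the 887 higher genes may be noise. With ethanol, adeno-SXR cells had 380 genes higher and 1663 lower than adeno-DsRed cells, with the histone gene H1f1 (1.90), Pappa2, a protease that cleaves IGF binding proteins (1.61), and the imprinted gene Mest (1.55) among the highest. With vitamin K2, 1402 genes were higher and 268 lower in adeno-SXR than in adeno-DsRed cells, and the highest outside S1 Table were Ogn, a small proteoglycan (3.05), Igfbp5 (2.72) and the water channel Aqp1 (2.49). The lower of the levels was under 7.22 for Prl2c5 (5.91) and Meig1 (5.69) with ethanol in adeno-SXR cells, for Txnip (6.75) and Ogn (6.03) with vitamin K2 in adeno-DsRed cells and for Pappa2 (6.71) with ethanol in those cells, so the sizes and ranks of these differences are uncertain.
The shares of higher genes depended on the scaling of the arrays. Between the viruses with ethanol, 18.6% of the genes counted were higher as deposited and 11.6% (262 higher and 1992 lower) with median centring. For vitamin K2 against ethanol in adeno-DsRed cells, the median of all genes shifted by -0.15 with median centring, by 0.13 with quantile normalization and by 0.16 after removal of the trend with level. Of the genes counted in that comparison, 20.3% were higher as deposited, 9.33% with median centring, 26.5% with quantile normalization and 29.1% after removal of the trend. Between the viruses with vitamin K2, 84.0% were higher as deposited, 89.6% with median centring, 69.6% with quantile normalization and 71.6% after removal of the trend. For rifampicin the share was 47.8% as deposited, 38.5% with median centring and 58.0% after removal of the trend.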

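The genes were grouped by lists fixed before the data were examined, apart from the values of S1 Table, which had been seen. In these lists, here and below, some members are S1 Table genes, such as Slco1a5 among the PXR targets and Fabp5 among the fatty acid genes. Counts with such members are not independent of the study's choice. The counts cover the members above the dim level. Of 19 such genes of cholesterol synthesis (20 are on the array), 7 were lower with rifampicin and 12 with vitamin K2 in adeno-SXR cells, and none was higher with either. With quantile normalization, or after removal of the trend with level, 4 were lower with rifampicin, and with median centring 10. Both ligand comparisons share the ethanol array, on which 6 genes of this list were higher and none lower than in adeno-DsRed cells with ethanol. Idi1, an isomerase of the pathway, had log2 differences of -0.96 with rifampicin and -1.64 with vitamin K2. Vitamin K2 gave 14 lower genes of this list in adeno-DsRed cells too, 11 of which were lower with both viruses. After removal of the trend 9 were lower and 1 higher there, and 6 were lower with both viruses. In DsRed_VK, the adeno-DsRed array with vitamin K2, 8 of the 19 were at least 1.5-fold below each other array, and 8 of 11 housekeeping genes were lower than with ethanol in those cells. Of 28 cell cycle genes, 9 were lower with rifampicin and 16 with vitamin K2, all of the latter also lower with vitamin K2 in adeno-DsRed cells. Ccna2, which encodes cyclin A2, had a log2 difference of -1.32 with vitamin K2, while the replication licensing factor Cdt1 was higher (0.94). Of 21 genes of the ATF4 pathway and the unfolded protein response, 12 were higher and 3 lower with vitamin K2 in adeno-SXR cells, with Ddit3, a stress-induced transcription factor, at 2.06. In adeno-DsRed cells 10 were higher and 5 lower. With rifampicin none was higher and 4 were lower (2 after removal of the trend), among them Phgdh (-0.73) and Asns (-0.65), enzymes of serine and asparagine synthesis. On the ethanol array that both ligand comparisons share, 7 genes of this list were higher and 2 lower than in adeno-DsRed cells with ethanol. The lower values with rifampicin may therefore come in part from that array. Of 17 genes of fibrillar matrix, 3 were lower with rifampicin. All 3 were collagen VI genes, with Col6a1 (-0.82) and Col6a2 (-1.04) the lowest. The genes of collagen I, III and V in the list were within 1.5-fold. With vitamin K2 in adeno-SXR cells 8 were lower, including Lox, which crosslinks collagen (-1.07). In adeno-DsRed cells 13 were lower with vitamin K2 (9 after removal of the trend), and 7 were lower with both viruses. Of 15 cartilage genes above the dim level, from 29 on the array, none was past 1.5-fold with rifampicin. The transcription factor Sox9 (-1.08) and the receptor Pth1r (-1.06) were lower with vitamin K2 in adeno-SXR cells. In adeno-DsRed cells vitamin K2 gave 1 higher and 3 lower cartilage genes (4 and 1 after removal of the trend). Pth1r was at -1.01 there and Sox9 at -0.05. Of 8 PXR target genes of liver and gut above the dim level, from 25 on the array, Gsta4, a glutathione transferase, was higher with rifampicin (1.02) and vitamin K2 (2.21), and the transporter Slco1a5 was higher with rifampicin (0.81). Gsta4 was lower with ethanol in adeno-SXR (8.69) than in adeno-DsRed cells (9.81), and its level with rifampicin was 9.71. In adeno-DsRed cells vitamin K2 gave 6 lower and no higher PXR target genes (4 lower with quantile normalization or after removal of the trend). The cholesterol and cell cycle medians lay below those of all 10000 random lists of genes of similar level with either ligand in adeno-SXR cells, which describes these arrays and is no test. For the PXR targets in these cells the median was 0.17 with rifampicin, at percentile 99.94 of such lists. With vitamin K2 it was -0.03, at percentile 24.8.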

Gene expression was analyzed using microarrays, and hierarchical clustering analysis was performed. 

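S1 Table has 24 lines for 22 gene symbols, and each line has the values of 1 probe set. With rifampicin in adeno-SXR cells all 24 were above ethanol, and 18 by 1.5-fold or more. Mustn1, a muscle and skeleton gene, had the largest difference (2.64), followed by Itih2, which encodes a chain of the inter-alpha-trypsin inhibitor (2.07), the bombesin receptor gene Grpr (1.61) and Gca (1.60). With vitamin K2, 21 were above ethanol, 11 of them by 1.5-fold or more, and Slc40a1, which encodes the iron exporter ferroportin, had the largest difference (2.21). A probe set of Ldhb and that of Crygs had the same value with vitamin K2 as with ethanol, and Ctgf was below it (-0.29). Both ligands gave 1.5-fold or more in 8 lines, rifampicin alone in 10, vitamin K2 alone in 3, and neither in 3 (Sema3a, Pcdh19 and V1ra8). The median difference was 1.00 with rifampicin and 0.46 with vitamin K2. Itih2 (6.83), Grpr (6.96) and Gca (6.96) were below the dim level with ethanol.
In adeno-DsRed cells, 20 lines were lower with vitamin K2 than with ethanol, 13 of them by 1.5-fold or more. Only V1ra8 (0.93) and Crygs (0.90) were higher by that much. V1ra8 was below the dim level on all 5 arrays (4.92 to 6.32) and Crygs with ethanol in these cells (6.80), so these differences are uncertain. Some of the lower lines were below it with vitamin K2 in these cells, such as Gca (6.15) and Slco1a5 (6.58). Without ligand, 15 lines were at least 1.5-fold higher in adeno-SXR than in adeno-DsRed cells, and 1, Mustn1, was lower by that much. When the 2478 genes whose levels spanned at least 1 log2 unit were clustered into 20 groups by average linkage of centred correlation, 46 genes stood in the cluster of Fam20a, with 12 of the 22 S1 Table lines that entered. With Euclidean distance that cluster had 5 genes, 4 of which are in S1 Table with 5 lines, and with uncentred correlation it had 23 genes and 16 of the lines. The study chose these lines on the same arrays, so their counts are not independent evidence of a direction.

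**Figure D2:**
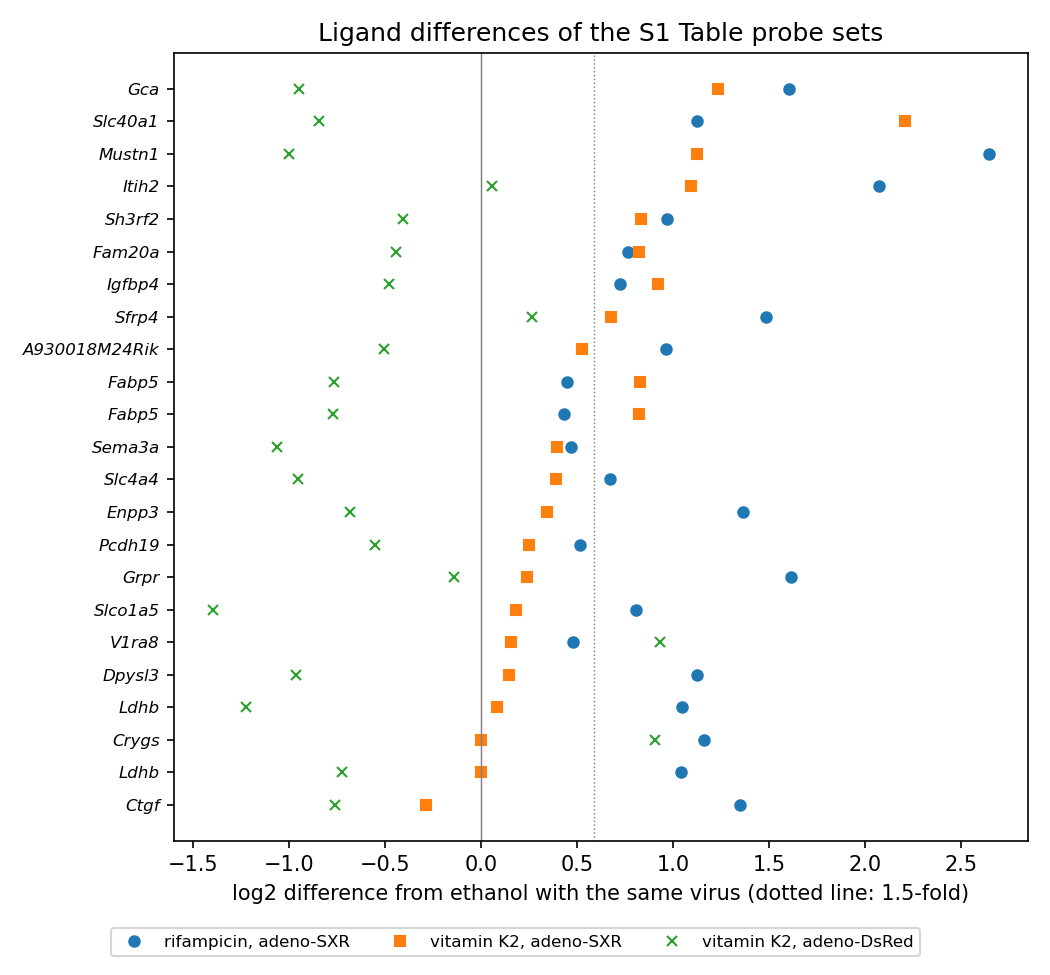
Log2 difference from ethanol with the same virus (horizontal axis) for 23 lines of S1 Table (vertical axis), for rifampicin (circles) and vitamin K2 (squares) in adeno-SXR cells and vitamin K2 in adeno-DsRed cells (crosses), 1 array each, with a dotted line at 1.5-fold. All 23 circles lie above 0, and 19 of the crosses lie below it.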

Clusters including SXR-dependent ligand-induced genes are shown in Fig. 3A and S1 Table. Among several candidate genes, induction of Fam20a (family with sequence similarity 20a) was validated by quantitative RT-PCR (Fig. 3B). A lower amount of Fam20a expression was detected in primary articular chondrocytes derived from PXR knockout mice compared with chondrocytes from wild-type mice (Fig. 3C), further supporting the SXR/PXR-dependent induction of Fam20a. We found a consensus SXR/PXR responsive element motif, variant direct repeat 5 [1], on the anti-sense strand in the first intron of both human and murine Fam20a genes (Fig. 4A). Transient transfection assays were performed using luciferase reporters containing three copies of the putative responsive element or three copies of a mutated element (Fig. 4B). Both the PXR agonist, pregnane-16α-carbonitrile (PCN), and the SXR agonist, rifampicin, increased the reporter gene activity in experiments using the wild-type element whereas they elicited no activity of the mutated element (Fig. 4C). This result indicated Fam20a is a primary responsive gene of SXR/PXR.

**Fig 3:**
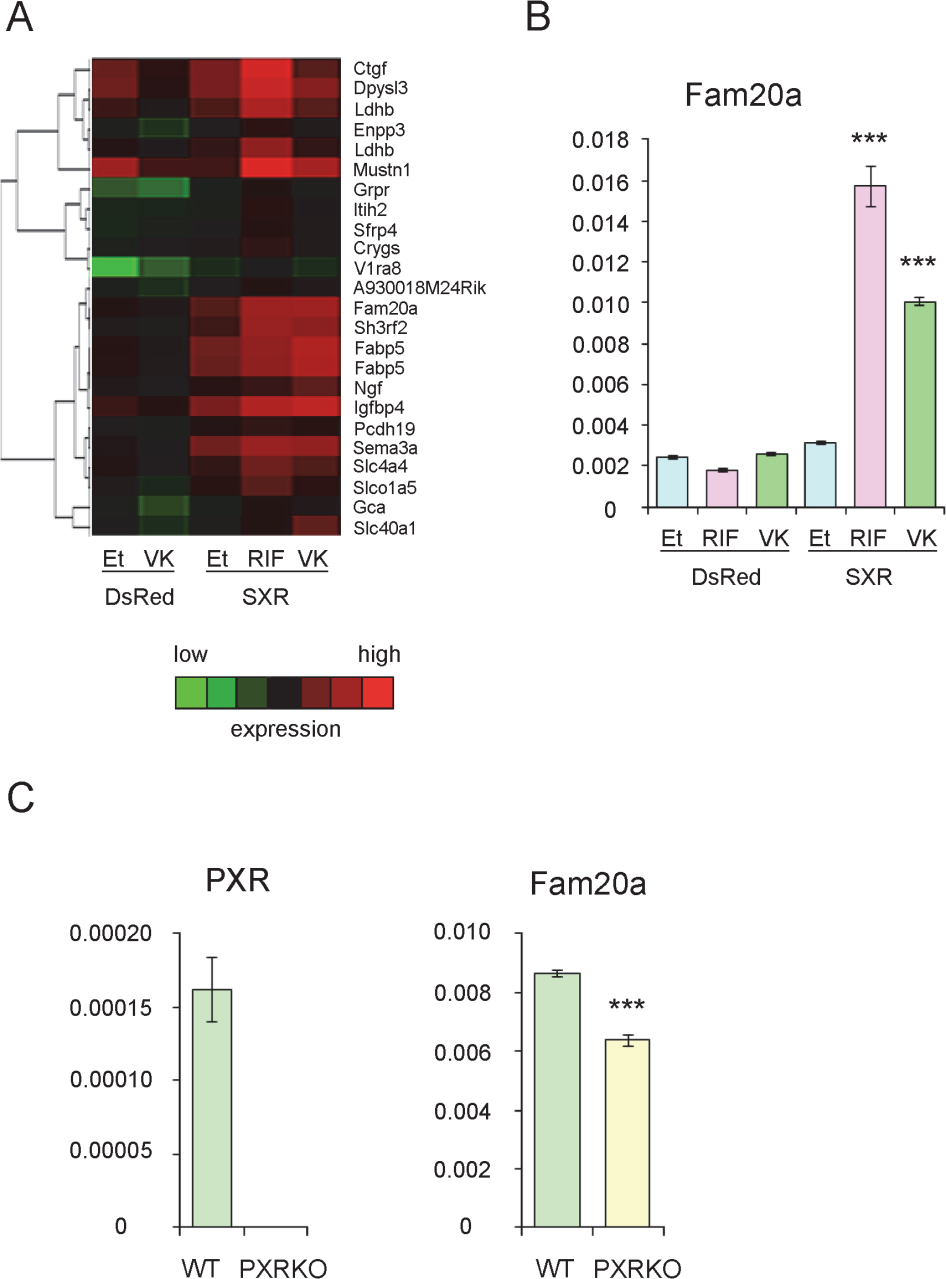
SXR-dependent induction of Fam20a by SXR ligands. (A) ATDC5 cells were infected with adeno-SXR or adeno-DsRed and cultured in phenol red-free DMEM with charcoal/dextran-treated FCS (5%) containing rifampicin (RIF) (10 μM), vitamin K2 (VK) (10 μM), or ethanol (Et). Total RNA was extracted and gene expression was analyzed by microarray followed by hierarchical cluster analysis. A heat-map visualization of clusters including SXR-dependent ligand-induced genes is shown. Red grids indicate high expression and green grids indicate low expression. (B) SXR-dependent induction of Fam20a was validated by quantitative real-time PCR. Expression of GAPDH was used as an internal control. ***P < 0.001 in Dunnett’s test with adeno-SXR-infected ethanol-treated cells as a control. (C) Expression of Fam20a was decreased in primary articular chondrocytes derived from PXR knockout mice. Primary chondrocytes were purified from the femoral and knee joints of newborn PXR knockout mice and wild type mice. ***P < 0.001.

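Fam20a is measured by 1 probe set (10392464). In adeno-DsRed cells its log2 level was 8.57 with ethanol and 8.12 with vitamin K2, and in adeno-SXR cells it was 9.56 with ethanol, 10.33 with rifampicin and 10.38 with vitamin K2. In adeno-SXR cells it was 1.70-fold higher with rifampicin and 1.76-fold higher with vitamin K2 than with ethanol (log2 differences of 0.77 and 0.82), ranks 74 and 181 of the 11997 genes compared. In adeno-DsRed cells it was 1.36-fold lower with vitamin K2 (-0.45). Without ligand it was 2.00-fold higher in adeno-SXR than in adeno-DsRed cells, rank 66, and with vitamin K2 4.80-fold higher, rank 9. By the smaller of its ligand differences Fam20a was number 20 of all genes and number 6 of the S1 Table lines. These values rest on 1 array per condition. The paper takes genes that SXR ligands induce in an SXR-dependent way from the clusters of the arrays (Fig. 3A). It then measured candidates by quantitative RT-PCR, where Fam20a was induced by both ligands (Fig. 3B). It takes the lower Fam20a expression in chondrocytes of PXR knockout mice (Fig. 3C) as further evidence that the induction depends on SXR/PXR, and from the reporter activity of a responsive element in the Fam20a gene (Fig. 4) it concludes that Fam20a is a primary responsive gene.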

**Fig 4:**
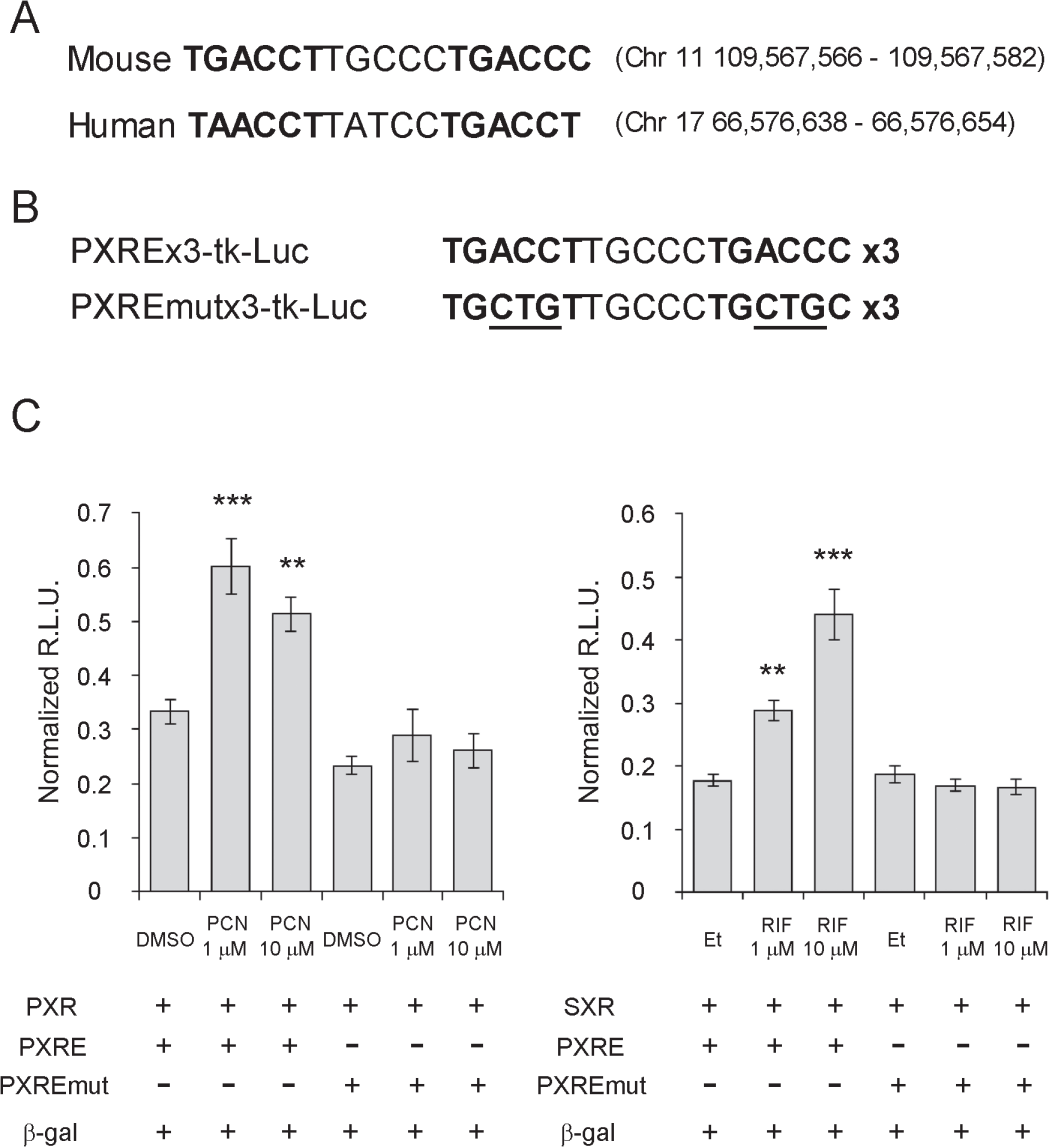
Consensus SXR/PXR responsive element motifs in the first introns of SXR and PXR genes. (A) Consensus SXR/PXR responsive element motifs, variant direct repeat 5, were identified in the first intron of both murine PXR gene (chromosome 11) and human SXR gene (chromosome 17). The bold letters indicate consensus SXR/PXR binding motif. (B) Generation of reporter plasmid containing three copies of PXR responsive element (PXRE) and PXRE with mutation (PXREmut). Underlined letters indicate mutated nucleotides. (C) Cos7 cells were transfected with PXR or SXR expression vector and reporter plasmid containing murine PXR responsive element or mutated PXR responsive element, and β-galactosidase expression vector (β-gal). The cells were then treated with indicated concentrations of PXR agonist pregnane-16α-carbonitrile (PCN) or SXR agonist rifampicin (RIF) or vehicles: DMSO for PCN and ethanol (Et) for RIF. Data are shown as relative light units (R.L.U.) normalized by β-galactosidase activity. ** P < 0.01, ***P < 0.001 in Dunnett’s test with vehicle treated group as a control.

### Physiological role of Fam20a in chondrocytes

Fam20a is a secreted protein expressed in hematopoietic cells, lung, liver [20], and teeth [21]; however, its role in chondrocytes is unknown. To investigate the role of Fam20a in chondrocytes, expression of Fam20a in primary articular chondrocytes derived from WT C57BL6/J mice was knocked down using siRNA (Fig. 5A). Among the components comprising the extracellular matrix of articular cartilage, expression of Col2a1 was significantly decreased in Fam20a knocked-down cells, whereas expression of aggrecan was not changed (Fig. 5B). We also evaluated expression of proteinases responsible for articular cartilage degradation [22,23], ADAMTS5 (a disintegrin and metalloproteinase with thrombospondin motifs 5) and Mmp-13 (matrix metalloproteinase 13). Fam20 knockdown did not change expression of mRNAs encoding these proteases (Fig. 5B); therefore, we infer that Fam20a affects extracellular matrix biosynthesis in chondrocytes rather extracellular matrix degradation.

**Fig 5:**
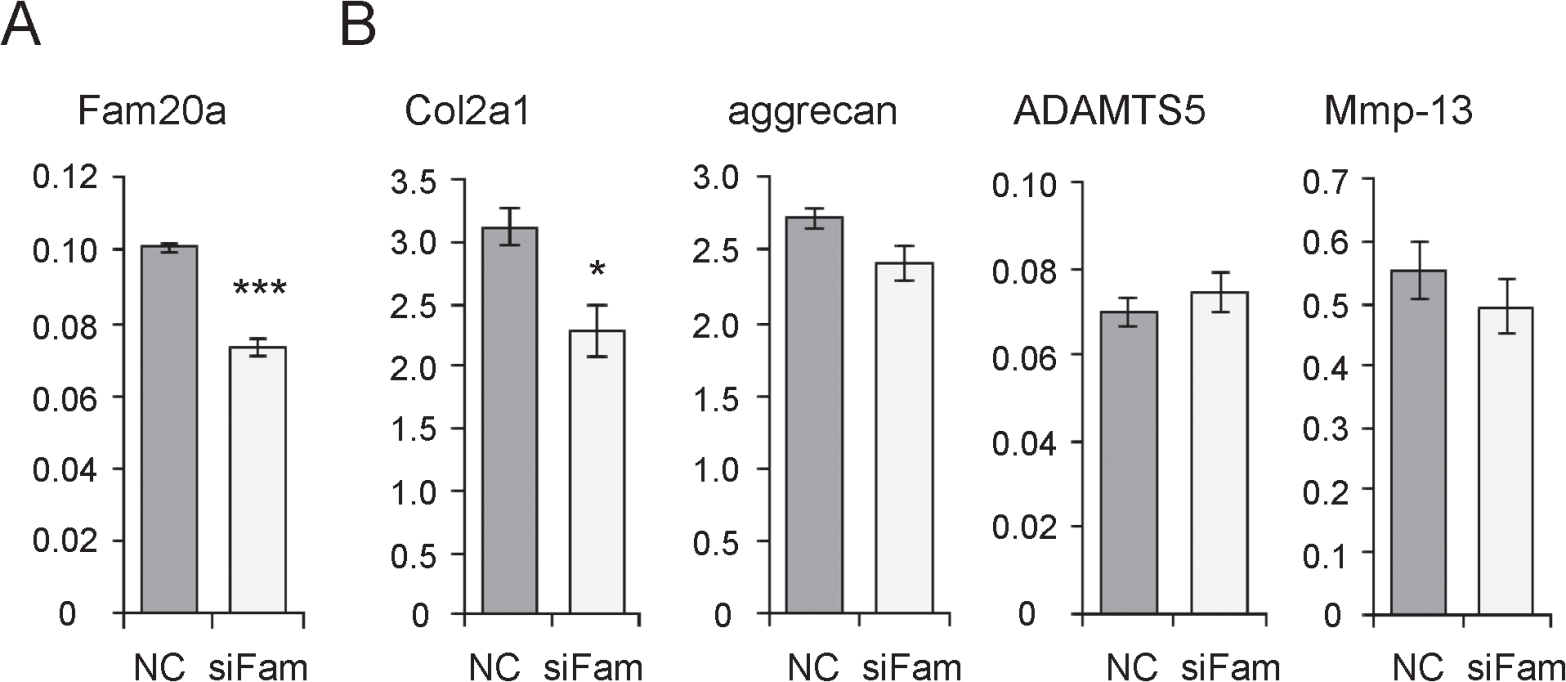
Physiological role of Fam20a in chondrocytes. (A) Expression of Fam20a was knocked down using siRNA (siFam) in primary murine articular chondrocytes. The effect of the siRNA was evaluated by comparison with primary murine chondrocytes transfected with scrambled-sequence siRNA as a negative control (NC). Expression of Fam20a was analyzed by quantitative real-time PCR. Expression of GAPDH was used as an internal control. ***P < 0.001. (B) Analysis of osteoarthritis-related genes in Fam20a knocked-down cells. Expression of Col2a1 and aggrecan was measured as major proteins comprising the extracellular matrix of articular chondrocytes. Expression of ADAMTS5 and Mmp-13 was measured as major enzymes that degrade the extracellular matrix. Expression of GAPDH was used as an internal control. A significant decrease of Col2a1 expression was observed in Fam20a knocked-down chondrocytes. *P < 0.05.

## Discussion

Here we showed that female PXR knockout mice display aging-dependent wearing of articular cartilage. These results indicate that SXR/PXR signaling has protective roles in cartilage tissue. We previously reported that SXR/PXR has protective roles in bone tissue [6,7]. It is interesting to note that SXR/PXR signaling thus affects both of the important components of skeletal tissue, bone and cartilage. Since our analysis is based on only female data, future studies would be needed to address whether the results are also applicable in male mice.

The width of articular cartilage could be influenced by formation of cartilage matrix, its degradation, and accumulation of physical damage. In our experiment, differences in cartilage width between PXR knockout mice and wild type mice were not evident until 8 months of age. This indicates a possible contribution of cumulative damage over time to this phenotype. It may also be possible that decreased production of cartilage matrix becomes more evident in aged PXRKO mice. We noticed that damage in the surface of the cartilage was milder than expected considering the decreased width of the cartilage in PXRKO mice and that the lesion is not identical to typical osteoarthritis. This may be because we are only observing age-related changes without interventions that cause joint instability such as ligament cutting.

SXR/PXR is expressed in human and murine primary chondrocytes; therefore, we hypothesized that SXR/PXR might have a physiological role in chondrocytes. 

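Of the 11997 genes compared, 42 were at least 1.5-fold higher with rifampicin and with vitamin K2 in adeno-SXR cells. Leaving out 6 that were also at least 1.5-fold higher with vitamin K2 in adeno-DsRed cells left 36 genes, 8 of which are in S1 Table (Gca, Slc40a1, Mustn1, Itih2, Sh3rf2, Fam20a, Igfbp4 and Sfrp4). By the smaller of the ligand differences the highest were Xdh, which encodes xanthine dehydrogenase (1.56 with rifampicin and 2.04 with vitamin K2; chosen after its values were seen), and Prl2c5, at 1.47 with vitamin K2. Ptgs2, which encodes the cyclooxygenase COX-2, had 1.06 and 1.04, and the aggrecan-cleaving protease Adamts5 had 0.59 and 0.73. With median centring Adamts5 was at 0.55 with rifampicin, under 1.5-fold, and so did not meet the rule. In SXR_Et, the array of adeno-SXR cells with ethanol, 24 of the 36 genes were below the adeno-DsRed array with ethanol. Of these, 15 were at least 1.5-fold below it, among them Xdh (-2.35) and Prl2c5 (-3.31). At least 1.5-fold above it were 4 of the 36, and 6 of the 36 were below it on both ligand arrays. In both ligand arrays of adeno-SXR cells, 11 of the 36 were at least 1.5-fold above both adeno-DsRed arrays. Under a 2-fold threshold 10 genes met the rule, and Fam20a was not among them. Rifampicin in adeno-DsRed cells was not analysed, so the rule cannot test whether the rifampicin differences depend on SXR.
Both ligand comparisons use the same ethanol array, so chance alone makes them overlap. Independent lists of these lengths would share 5.37 higher and 8.07 lower genes, and 100 simulations of unchanged arrays against a shared control gave a mean of 9.35 higher genes (at most 17) and 9.54 lower genes (at most 18), against 42 and 95 observed. Part of the excess may come from the shared array, which cannot be split. The simulated noise is that between probe sets of the same gene on an array, so it leaves out variation between cultures and the excess is no test of a shared response. The covariance of the differences was 0.0187 against 0.0107 in the simulations, a difference of 0.0080, and the correlation across genes, which are not independent replicates, was 0.250 against 0.501.

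**Figure D3:**
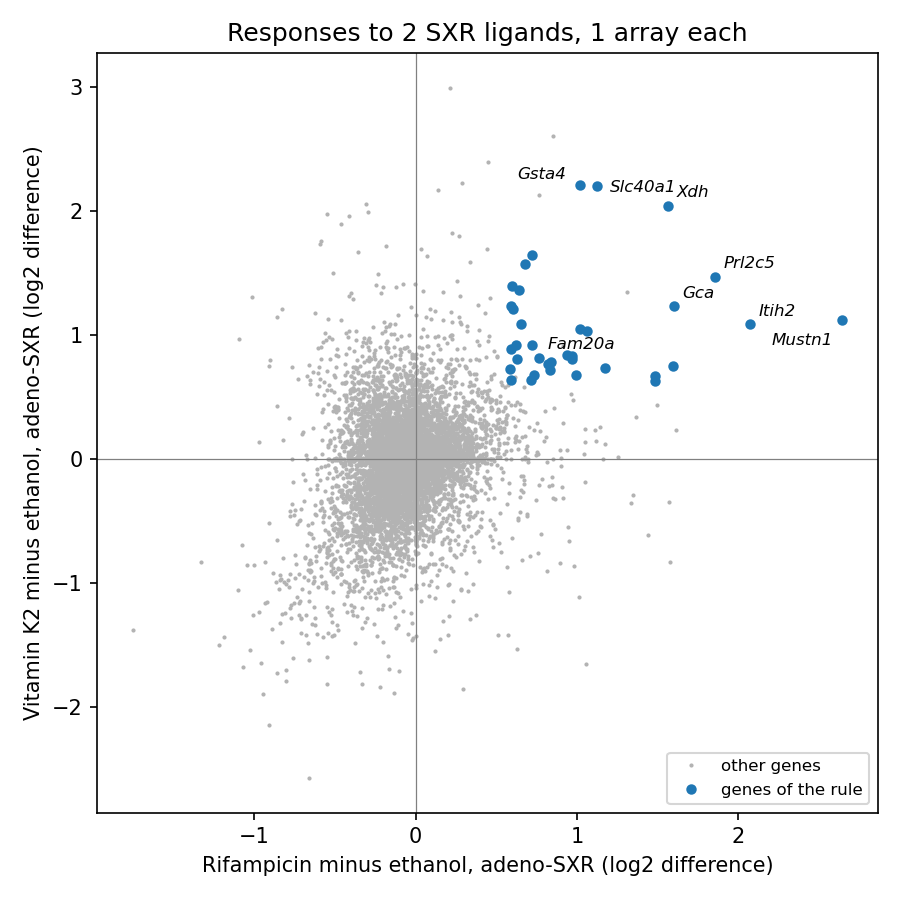
Log2 difference from ethanol in adeno-SXR cells with rifampicin (horizontal axis) and with vitamin K2 (vertical axis) for the 11997 genes compared (grey points), 1 array each. The 36 genes of the rule (blue) lie at the upper right, from Adamts5 at 0.59 and 0.73 to Mustn1, the farthest to the right.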

We performed microarray analysis using ATDC5 cells overexpressing SXR and identified several candidate SXR responsive genes using hierarchical cluster analysis. The candidate genes were evaluated by quantitative real-time PCR; Fam20a was most strongly induced by both SXR agonists tested—rifampicin and vitamin K2. We found a consensus SXR/PXR responsive element motif in the first intron of both human and murine Fam20a genes and showed Fam20a is a primary responsive gene using reporter assays testing the identified SXR/PXR responsive element. Decreased expression of Fam20a in primary chondrocytes from PXRKO mice further supports our identification of Fam20a as an SXR responsive gene in chondrocyte. We note that these primary chondrocytes are derived from cartilage of newly born pups which do not reflect damaged cartilage in aged mice; thus, loss of Fam20a expression precedes the cartilage wearing phenotype. To understand the critical stage when expression of Fam20a is important for cartilage protection, further evaluation of Fam20a expression in both developing and aged pathological cartilage will be the subject of a future study.

Fam20a is a secreted protein that was originally described in hematopoietic cells [20]. Mutations in human FAM20A were shown to cause amelogenesis imperfecta and gingival hyperplasia [21]. Fam20a knockout mice were recently reported to have defects in the enamel layer of their teeth and ectopic calcification in arteries throughout their body [24]. Although the phenotypes of articular cartilage were not reported in humans or mice, Fam20a may be related to regulation of the extracellular matrix. Interestingly, Fam20b, which belongs to the same family as Fam20a, was shown to be expressed in chondrocytes in zebrafish and to play important roles in endochondral ossification [25]. Although no role for Fam20b in articular chondrocytes has yet been reported, these lines of evidence suggest that Fam20 family proteins also have some functions in the articular cartilage. We also noted decreased expression of Col2a1 in Fam20a knock-down chondrocytes. Since Fam20a is a secreted protein, it is conceivable that it regulates signaling from the extracellular matrix and affects cartilage turnover. 

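Fam20b and Fam20c are each measured by 1 probe set. Fam20b, a kinase of the xylose in proteoglycan linkers, had log2 differences from ethanol of -0.24 with rifampicin and -0.51 with vitamin K2 in adeno-SXR cells, and of -1.22 with vitamin K2 in adeno-DsRed cells. Fam20c, a kinase of secreted proteins, differed by 0.01 with rifampicin in adeno-SXR cells, a value whose sign depended on the scaling (-0.03 with median centring). With vitamin K2 it was 1.54-fold higher than with ethanol in adeno-SXR cells (0.62) and 1.88-fold higher in adeno-DsRed cells (0.91). Without ligand, Fam20c was lower in adeno-SXR than in adeno-DsRed cells (-0.83). With vitamin K2 the difference between the viruses was -1.12 for Fam20c and 0.48 for Fam20b.

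**Figure D4:**
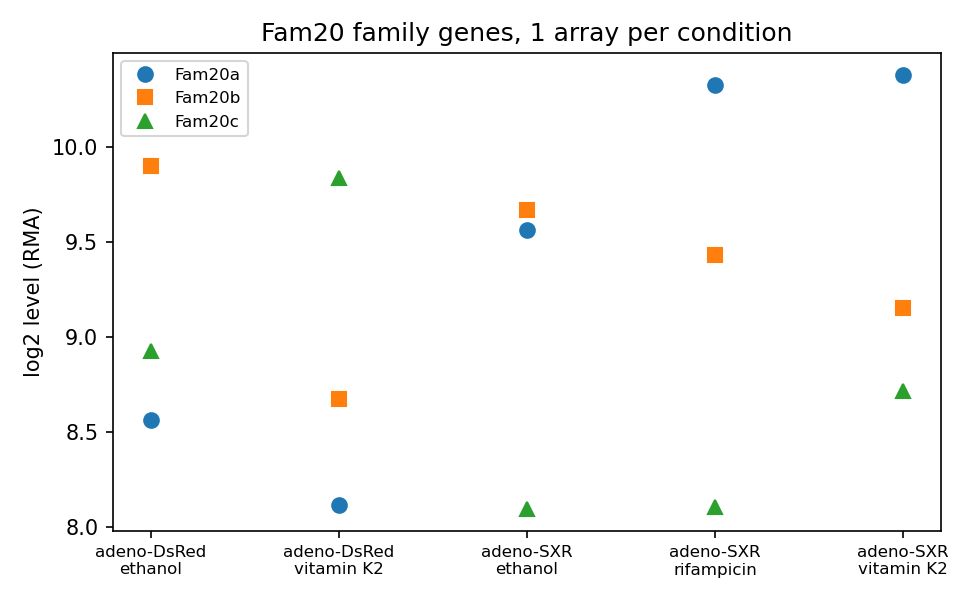
Log2 level (vertical axis, RMA; the axis does not start at 0) of Fam20a, Fam20b and Fam20c on the arrays of the 5 conditions (horizontal axis), 1 array and 1 probe set each. Fam20c is highest in adeno-DsRed cells with vitamin K2 (9.84) and Fam20b in adeno-DsRed cells with ethanol (9.90), while Fam20a is highest in adeno-SXR cells with the ligands.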

We did not observe SXR-dependent induction of Fam20b or Fam20c in our microarray experiment, suggesting that SXR regulates only Fam20a among Fam20 family genes.

We previously showed that vitamin K2 functions as an agonist of SXR/PXR [5], independently of the previously known function of vitamin K as a co-factor for gamma carboxylation of substrate proteins [4]. The results of the current study suggest that activation of SXR/PXR is one of the mechanisms underlying the cartilage-protective effective of vitamin K shown by several epidemiological studies [10–12]. However, we cannot exclude the possibility that vitamin K activity mediated by gamma carboxylation of substrate proteins also plays role in articular cartilage. MGP (matrix gla protein) is a well-known substrate of gamma carboxylase in cartilage tissue [26]. Because MGP knockout mice die before the age of three months as a result of aortic rupture [26], the role of MGP in articular cartilage in aged mice remains unknown.

As in bone tissues, uncoupled turnover was shown to cause osteoarthritis based on serum levels of N-propeptide of type IIA procollagen (PIIANP) and urinary excretion of C-terminal crosslinking telopeptide of type II collagen (CTX-II) as cartilage specific turnover markers [27]. Considering the cartilage-protective effect shown in epidemiological studies and our results indicating that SXR/PXR signaling affects type II collagen synthesis, we can expect a therapeutic effect for at least some SXR agonists in osteoarthritis. However, to the best of our knowledge, the only randomized controlled study to date failed to show a therapeutic effect of vitamin K for treatment of patients with osteoarthritis [28]. That study was performed for three years, which might have been be too short an interval to affect cartilage turnover, or a more potent SXR/PXR agonist may be required to modify cartilage turnover in osteoarthritis. It is also possible that vitamin K has a disease-modifying effect, not in established osteoarthritis but rather in the developing phase when a preventive role can be still expected.

In conclusion, we show here for the first time that PXRKO mice displayed an osteoarthritis-like phenotype by performing histomorphometrical analyses of the articular cartilage. We identified Fam20a as a novel SXR/PXR responsive gene that is a candidate regulator of turnover in cartilage tissue. Although the clinical value of SXR agonists including vitamin K in osteoarthritis remains to be determined, our findings could help in the development of novel preventive and/or therapeutic strategies for osteoarthritis.

## Supporting Information

S1 Table Signal intensities of microarray data from the cluster including SXR-dependent ligand-induced genes. (DOCX) Click here for additional data file.

# Supplementary material for: Pregnane X Receptor Knockout Mice Display Aging-Dependent Wearing of Articular Cartilage
**Source:** PLoS One. 2015 Mar 6;10(3):e0119177. doi: 10.1371/journal.pone.0119177
**Supplement:** S1 Table

| Gene | DsRed-Et | DsRed-VK | SXR-Et | SXR-RIF | SXR-VK |
| --- | --- | --- | --- | --- | --- |
| Ctgf | 9.752812 | 8.989222 | 9.904856 | 11.25310 | 9.618183 |
| Dpysl3 | 9.807649 | 8.844145 | 9.901917 | 11.02219 | 10.04685 |
| Ldhb | 9.301445 | 8.074899 | 9.508665 | 10.55324 | 9.591797 |
| Enpp3 | 7.012714 | 6.328574 | 7.594794 | 8.958472 | 7.936942 |
| Ldhb | 8.630983 | 7.906816 | 9.145033 | 10.18401 | 9.145033 |
| Mustn1 | 10.36434 | 9.363800 | 9.361790 | 12.00376 | 10.48344 |
| Grpr | 6.017932 | 5.876915 | 6.956408 | 8.569810 | 7.194998 |
| Itih2 | 6.570207 | 6.627729 | 6.831136 | 8.903056 | 7.921549 |
| Sfrp4 | 6.530573 | 6.793017 | 7.271904 | 8.752663 | 7.945208 |
| Crygs | 6.796296 | 7.701018 | 7.931015 | 9.089690 | 7.931015 |
| V1ra8 | 4.916196 | 5.846936 | 5.846936 | 6.324937 | 5.999162 |
| A930018M24Rik | 6.914937 | 6.409967 | 7.595124 | 8.558361 | 8.117041 |
| Fam20a | 8.566137 | 8.120222 | 9.562945 | 10.32813 | 10.38226 |
| Sh3rf2 | 7.952825 | 7.541726 | 9.325401 | 10.29311 | 10.15687 |
| Fabp5 | 8.740423 | 7.973246 | 9.749333 | 10.19334 | 10.57636 |
| Fabp5 | 8.769535 | 7.997516 | 9.795330 | 10.22492 | 10.61710 |
| Ngf | 8.151452 | 7.570871 | 8.837461 | 9.234212 | 9.650284 |
| Igfbp4 | 9.252062 | 8.772798 | 9.920918 | 10.64152 | 10.84059 |
| Pcdh19 | 7.572980 | 7.016217 | 8.638244 | 9.152576 | 8.885323 |
| Sema3a | 8.320839 | 7.257047 | 9.823558 | 10.29112 | 10.21621 |
| Slc4a4 | 8.539684 | 7.582607 | 9.154371 | 9.822707 | 9.543290 |
| Slco1a5 | 7.974223 | 6.576743 | 8.810938 | 9.617700 | 8.993071 |
| Gca | 7.100155 | 6.148714 | 6.958507 | 8.557863 | 8.190439 |
| Slc40a1 | 7.278267 | 6.431742 | 7.456552 | 8.580754 | 9.661776 |

Supplementary Table

Signal intensities of microarray data from the cluster including SXR-dependent ligand-induced genes.

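S1 Table gives, for each line, a gene symbol and the RMA log2 values of the 5 arrays. These are signals on the log2 scale, so that a difference of 1 between arrays is a 2-fold difference. Each of the 24 lines matched 1 probe set of the deposited values on all 5 arrays within 2e-05, which ties every column of the table to its condition. The platform annotation names the probe set of the A930018M24Rik line Klhl33. Ldhb and Fabp5 have 2 lines each.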

How the deposited data were processed for this re-analysis (not part of the article)

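RNA of infected ATDC5 cells was measured on 5 Affymetrix Mouse Gene 1.0 ST arrays, 1 for each of adeno-DsRed with ethanol (DsRed_Et), adeno-DsRed with vitamin K2 (DsRed_VK), adeno-SXR with ethanol (SXR_Et), adeno-SXR with rifampicin (SXR_RIF) and adeno-SXR with vitamin K2 (SXR_VK). Cells were infected at a multiplicity of infection of 40 to 100 and moved to medium with 5% treated serum 24 h before the ligands. The authors deposited RMA values on the log2 scale, as the submitters' processing notes name the method. The software, its version and the annotation build behind these values are not given in the sources used here. The medians of the arrays were 7.14, 7.29, 7.21, 7.25 and 7.22 in the order above, and their SDs over probe sets 1.97, 1.85, 1.95, 1.92 and 1.94. Pairs of arrays had identical values in 4.16% to 24.2% of the probe sets. The number of arrays limits the precision.

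Probe sets were named through the platform annotation, which gave 1 gene to 21789, several genes to 1621, and no gene to 12146, which are unnamed here. A gene table of GRCm38.p6, used for names only, matched 21698 of the 21789 and changed 0 symbols. No coordinates were used. Values of probe sets of the same gene were averaged (999 genes had more than 1). Genes whose highest level over the 5 arrays was under the 50th percentile of the table were left out as dim. For 5 comparisons (SXR_Et minus DsRed_Et, DsRed_VK minus DsRed_Et, SXR_RIF minus SXR_Et, SXR_VK minus SXR_Et and SXR_VK minus DsRed_VK) the log2 difference of each gene was taken, and genes at 1.5-fold or more were counted. The groups hold 1 array each, so there is no p-value. The differences between probe sets of the same gene, over 562 genes with 2, gave an SD per probe set of 0.24, 0.38, 0.13, 0.16 and 0.25 in these comparisons, which covers noise within the arrays and not between cultures.

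The genes named in the text are, for each comparison, the 8 highest and 8 lowest, at most the 2 highest and 2 lowest of each gene list, and the genes that the paper names. Xdh is outside this rule and was chosen after its values were seen. The values of the S1 Table genes had been seen in the paper's table. The gene of 1 S1 Table line is not reported here by name or in the plot of that table. The 30 lists held 526 members, 475 of which were found on the array. The median difference of a list was set beside 10000 random lists of the same size and of similar mean level, as a description of these arrays. A gene was counted as an SXR-dependent ligand-induced gene when both ligands gave 1.5-fold or more in adeno-SXR cells and vitamin K2 did not in adeno-DsRed cells, since the paper's text names no numerical rule. Rifampicin in adeno-DsRed cells was not analysed, so the rule cannot test whether the rifampicin difference depends on SXR. The limit on DsRed_VK is easily met, since the median of all genes in DsRed_VK minus DsRed_Et was -0.22. The overlap of the ligands was set beside 100 simulations of unchanged arrays with a shared control, with noise drawn from the differences between probe sets of the same gene. The paper names Cluster 3.0 and its text names no distance, linkage or filter. Here genes that span at least 1 log2 unit were clustered by centred correlation and average linkage into 20 clusters.

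The alternatives were a 2-fold threshold, no dim filter or one at the 75th percentile, median centring, quantile normalization of the deposited values, removal of the trend of the difference with level by loess (span 0.3), the brightest probe set of each gene, other definitions of SXR dependence, DsRed_Et as the control for Fam20a, and other distances, linkage and 50 clusters. The steps were tested on simulated data of 11997 genes. Genes changed 2-fold were recovered for 95 of 100 in SXR_Et minus DsRed_Et, 86 in DsRed_VK minus DsRed_Et, 99 in SXR_RIF minus SXR_Et, 99 in SXR_VK minus SXR_Et and 97 in SXR_VK minus DsRed_VK, and 268, 1375, 11, 102 and 313 of 11797 unchanged genes were counted. With an added trend of 0.15 in DsRed_VK minus DsRed_Et, loess recovered 88 of 100 and counted 1669 unchanged genes, against 78 and 2407 without it. A list of 20 genes shifted by 0.3 lay at percentile 100 of the random lists, and at 78.5 without the shift. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.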

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

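The tests of explanations in this part were all chosen after the results were seen. None of the differences has a statistical test, because each condition has 1 array.

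Fam20a stood out because its vitamin K2 difference was positive in adeno-SXR and negative in adeno-DsRed cells. The gap between them was 1.27 on the log2 scale and was not tested. In adeno-DsRed cells the difference of -0.45 was -0.59 with median centring, -0.27 with quantile normalization and -0.24 after removal of the trend with level, for gaps of 1.40, 1.07 and 1.03, and the genes of similar level had a median of -0.35 there. Besides it, 16 genes were at least 1.5-fold higher with vitamin K2 in adeno-SXR cells and at least 1.5-fold lower in adeno-DsRed cells, and 2 genes went the opposite way, which was not tested either.

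These medians of gene groups stood out because the paper does not report the groups on these arrays, few or no random lists reached them and at least 1 in 3 of their genes was past 1.5-fold in the same direction. For vitamin K2 in adeno-SXR cells, the medians were -0.57 for fibrillar matrix genes, -0.67 for cholesterol synthesis genes, -0.69 for cell cycle genes, 0.60 for ATF4 and unfolded protein response genes and -0.31 for YAP, SRF and TGF-beta response genes. With rifampicin the cholesterol synthesis median was -0.56. For adeno-SXR against adeno-DsRed cells without ligand, the medians were -1.76 for NF-kB inflammatory genes, -0.58 for interferon-stimulated genes, 0.19 for ATF4 and unfolded protein response genes and 0.21 for the IGF system. For vitamin K2 in adeno-DsRed cells, without added SXR, they were -1.11 for cell cycle, -1.0 for fibrillar matrix, -0.97 for cartilage-degrading protease, -0.86 for cholesterol synthesis, -0.80 for vitamin K cycle, -0.73 for interferon-stimulated, -1.36 for AhR target (5 genes) and 0.54 for ATF4 and unfolded protein response genes. The median of the 11 housekeeping genes in that comparison was -0.70 (-0.49 after removal of the trend with level). In DsRed_VK, 4 of these 11 were at least 1.5-fold below each other array. The interferon-stimulated medians of -0.58 and -0.73 both use the DsRed_Et array. On it 9 of the 18 genes were at least 1.5-fold above each other array and 2 at least 1.5-fold below. Between the viruses with vitamin K2 the median of these 18 genes was -0.14. For adeno-SXR against adeno-DsRed cells with vitamin K2, the medians that stood out were -1.26 for NF-kB, 0.67 for ATF4 and unfolded protein response and 0.63 for Nrf2 target genes. Few or no random lists reached some other medians of these groups, which had fewer genes past 1.5-fold. These were 0.50 for cholesterol synthesis genes without ligand, -0.47 for cell cycle, -0.29 for ATF4, -0.25 for fibrillar matrix, 0.22 for Nrf2 target, 0.15 for protease and 0.17 for NF-kB genes with rifampicin, and 0.28 for NF-kB and -0.21 for vitamin K cycle genes with vitamin K2 in adeno-SXR cells.

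More genes were lower than higher with vitamin K2 in adeno-DsRed cells, at a ratio of 3.92. After removal of the trend with level, 2268 were lower and 931 higher, a ratio of 2.44, so the trend is not the whole of the pattern. Of the genes still lower, 87.7% had a lower value of any size with vitamin K2 in adeno-SXR cells, which are other arrays. Of all genes 63.3% did, with the trend removed from both comparisons. As deposited these shares were 75.7% and 42.1%. The 3474 genes lower as deposited had a median of only -0.19 in adeno-SXR cells, and 550 of them were at least 1.5-fold lower there. A response to vitamin K2 that does not need SXR may be part of the pattern, as a hypothesis. A difference between the cultures stays open with 1 array each.

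Of 15 NF-kB inflammatory genes above the dim level, 10 were lower with SXR and no ligand and 5 were within 1.5-fold. A fault of the DsRed_Et array alone is excluded as the cause for the 10 lower genes as a set, since their median between the viruses with vitamin K2, from other arrays, was -2.07, with 8 of the 10 lower. For the remaining 2, Vcam1 (0.61 there) and Tnfaip2 (0.38), with a median of 0.49, it stays open. Virus preparations or infections that differ cannot be told apart from SXR, since 0 arrays separate them. Repression by SXR that its ligands increase stays open too, since the median of the same genes was 0.12 with rifampicin and 0.30 with vitamin K2 in adeno-SXR cells (0.23 and 0.54 for the 5 above the dim level in SXR_Et), and in the other 5, below that level in SXR_Et, a further decrease could hardly be seen.

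Of the 24 S1 Table lines, 20 were lower with vitamin K2 in adeno-DsRed cells, 13 of them by 1.5-fold or more. By that much 2 lines were higher, V1ra8 and Crygs, both below the dim level in DsRed_Et. The median of all 24 lines was -0.70. After removal of the trend with level it was -0.55, so the trend is not the whole of it. The median of the 11 housekeeping genes there was -0.70, and -0.49 after removal of the trend. That of all 11997 genes was -0.22 and -0.059. A drop of about this size was thus seen in the housekeeping genes too. Against random lists of similar level the groups differed. The 19 S1 Table genes above the dim level, with a median of -0.76, lay at percentile 0.36, where the random lists had a median of -0.29. The housekeeping genes lay at percentile 19.9, with -0.53 for the random lists. The drop of the S1 Table genes was thus large for their level. No biological explanation was tested, and the lines were chosen by the study on these arrays.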

How the results depend on the processing

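The settings without the DsRed_VK or the DsRed_Et array were chosen after the data were seen, and the others before. No paired analysis was possible because each condition has 1 array and no result comes from a test. Signal over background limits what can be compared: 11997 of 19938 genes reached the dim limit. Under the alternatives run, no difference past 1.5-fold of a gene named in the text changed its sign. With the stricter filter the medians in SXR_Et minus DsRed_Et turned from 0.26 to -0.018 for cartilage and from 0.23 to -0.040 for hypertrophy genes. In DsRed_VK minus DsRed_Et they turned from 0.25 to -0.052 for cartilage and from 0.088 to -0.83 for hypertrophy genes. For p53 target genes the median turned from 0.10 to -0.53 there. Median centring also turned the medians in that comparison to -0.055 for hypertrophy and -0.040 for p53 target genes. Of 224 differences of named genes past 1.5-fold, 23 moved by more than the noise between probe sets after loess, 3 with quantile normalization and none with median centring. The cause of the shifts given here was not tested, apart from the counts that a stricter or looser threshold or filter moves by its construction.

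With a 2-fold threshold, the higher and lower genes were 65 and 396 for SXR_Et minus DsRed_Et, 148 and 1361 for DsRed_VK minus DsRed_Et, 34 and 13 for SXR_RIF minus SXR_Et, 96 and 164 for SXR_VK minus SXR_Et, and 237 and 72 for SXR_VK minus DsRed_VK, and 10 genes met the rule for SXR-dependent ligand-induced genes. Requiring both ligand arrays to lie at least 1.5-fold above both adeno-DsRed arrays left 11. Without the limit on DsRed_VK there were 42. The rule gave 29 genes with median centring, 33 with quantile normalization, 32 after loess and 33 by interaction. Fam20a was in each of these sets but the 2-fold set. Against DsRed_Et in place of SXR_Et, its log2 differences were 1.76 with rifampicin and 1.82 with vitamin K2. The Fam20a cluster held 5 S1 Table lines with Euclidean distance, 9 to 16 with the other planned settings, 14 without DsRed_VK, where the cluster had 120 genes, and 9 without DsRed_Et, where it had 28 genes.

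With no dim filter, 710 genes were higher in SXR_Et minus DsRed_Et and 1749 in DsRed_VK minus DsRed_Et. The medians were 0.034 for PXR target genes with rifampicin, 0.00 for cartilage and for vitamin K cycle genes with vitamin K2 in adeno-SXR cells, -0.35 for interferon-stimulated and -0.59 for NF-kB genes in SXR_Et minus DsRed_Et, and for NF-kB genes -0.44 in SXR_VK minus DsRed_VK, 0.073 with rifampicin and 0.023 with vitamin K2 in adeno-SXR cells. In DsRed_VK minus DsRed_Et they were -0.44 for protease, -0.43 for interferon-stimulated, -0.40 for vitamin K cycle and -0.54 for AhR target genes. With the stricter filter, 155 and 296 genes were higher in SXR_Et minus DsRed_Et and DsRed_VK minus DsRed_Et. The medians were 0.35 for PXR target, -0.068 for cartilage and 0.12 for NF-kB genes with rifampicin, -0.22 for cartilage genes, -0.40 for vitamin K cycle genes, -0.78 for cell cycle genes and 0.15 for Nrf2 target genes with vitamin K2 in adeno-SXR cells, -1.26 for cell cycle, -1.27 for vitamin K cycle and -1.33 for interferon-stimulated genes in DsRed_VK minus DsRed_Et, and -1.47 for interferon-stimulated, -2.26 for NF-kB and 0.076 for IGF genes in SXR_Et minus DsRed_Et.

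With median centring, 458 genes were higher in DsRed_VK minus DsRed_Et. The cell cycle median was -1.26 there and -0.51 with rifampicin, and the cartilage median with rifampicin was -0.068. Cholesterol synthesis genes lower with rifampicin were 10 (7 as deposited). With quantile normalization, 912 genes were higher in SXR_VK minus DsRed_VK, with medians of 0.46 for ATF4 and 0.48 for Nrf2 target genes. In DsRed_VK minus DsRed_Et the medians were -0.77 for fibrillar matrix, -0.67 for cholesterol synthesis, -0.92 for cell cycle and 0.81 for ATF4 genes. With rifampicin they were -0.19 for fibrillar matrix, -0.49 for cholesterol synthesis, -0.43 for cell cycle, 0.28 for Nrf2 target, 0.20 for protease and 0.13 for NF-kB genes. For interferon-stimulated genes the median was -0.44 in SXR_Et minus DsRed_Et.

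After loess, 2268 genes were lower in DsRed_VK minus DsRed_Et and 878 higher in SXR_VK minus DsRed_VK, with medians of 0.46 for ATF4 and 0.47 for Nrf2 target genes. In DsRed_VK minus DsRed_Et the medians were -0.61 for fibrillar matrix, -0.57 for cholesterol synthesis, -0.82 for cell cycle, -0.62 for protease, -1.04 for AhR target and 0.83 for ATF4 genes. With rifampicin they were -0.18 for fibrillar matrix, -0.50 for cholesterol synthesis, -0.43 for cell cycle, -0.24 for ATF4, 0.23 for protease and 0.30 for Nrf2 target genes. The NF-kB median in SXR_Et minus DsRed_Et was -1.65. With the brightest probe set, the PXR target median with rifampicin was 0.25. Counts of list members moved as well. After loess, the genes lower with rifampicin were 4 of cholesterol synthesis (7 as deposited), 2 of ATF4 (4), 1 of YAP (3) and 1 of the proteases (2), and those higher were 4 Nrf2 targets (2) and 2 proteases (1). In DsRed_VK minus DsRed_Et, 9 cholesterol synthesis (14), 6 fatty acid (11), 4 YAP (9) and 4 housekeeping genes (8) were lower.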

Differences from the paper's values

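The paper's values here are folds by quantitative RT-PCR, read by eye from its figure, and the values set beside them are array folds of Fam20a, so the assays differ. For rifampicin over ethanol in adeno-SXR cells the paper's fold is about 5.2 in Fig. 3B, read by eye, and the array fold is 1.70. None of the alternatives set before the data were examined closed this gap. With DsRed_Et as control the array gave 3.39, which is over another condition than the paper's fold and so is not the same quantity. For vitamin K2 over ethanol in adeno-SXR cells the paper's fold is about 3.2 in Fig. 3B, read by eye, and the array fold is 1.76. Median centring, quantile normalization, loess and the brightest probe set did not close the gap. With DsRed_Et as control the array gave 3.52, a number within 1.5 times the paper's, but over another condition than the paper's fold, so it does not close the gap for the same quantity. For adeno-SXR over adeno-DsRed cells with ethanol the paper's fold is about 1.3 in Fig. 3B, read by eye, and the array fold is 2.00. Median centring gave 1.91, within 1.5 times the paper's value, and quantile normalization, loess and the brightest probe set did not close the gap.

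For vitamin K2 over ethanol in adeno-DsRed cells the direction differs. The paper's fold is about 1.1 in Fig. 3B, read by eye, and the array fold is 0.73, which is within 1.5 times of it. It was 0.83 with quantile normalization, 0.84 after loess and 0.67 with median centring, the last of which is past 1.5 times.

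The paper states that, of the candidates it measured by RT-PCR, Fam20a was the most strongly induced by both ligands. On the arrays Gca, Slc40a1, Mustn1, Itih2 and Sh3rf2 of S1 Table had a larger value for the smaller of their ligand differences than Fam20a. Which candidates were measured by RT-PCR is not named in the paper's text. The values of S1 Table matched the deposited values on all 24 lines.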

Other observations

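Without ligand, inflammatory genes above the dim level were more often lower than higher in adeno-SXR than in adeno-DsRed cells. Of 15 NF-kB inflammatory genes above the dim level, from 21 on the array, 10 were lower and none was higher, with Lcn2, which encodes the iron-binding protein lipocalin 2, at a log2 difference of -6.08 and the acute phase gene Saa3 at -5.89. Between the viruses with vitamin K2, 8 of the 15 were lower and 2 higher, with Lcn2 at -5.75 and Saa3 at -4.95. The chemokine genes Ccl2 (-3.38) and Ccl5 (-3.69) and the nitric oxide synthase gene Nos2 (-3.40) were lower without ligand too. In SXR_Et, Lcn2 (6.78), Saa3 (6.03), Ccl2 (6.97) and Nos2 (7.09) were below the dim level, so the sizes of these differences are uncertain. In DsRed_Et, 5 of the 15 were at least 1.5-fold above each other array. Of 18 interferon-stimulated genes, 9 were lower and 2 higher without ligand (1 higher with each other scaling), with Ifit3 at -1.84. Between the viruses with vitamin K2, 1 of these was lower and none higher. With vitamin K2 against ethanol in adeno-DsRed cells, 11 were lower and 2 higher, with Ifit3 at -1.90. Ifit3 was at 9.28 in DsRed_Et and at 7.38 to 7.57 on the other 4 arrays, and 9 of the 18 were at least 1.5-fold above each other array in DsRed_Et and 2 at least 1.5-fold below, so the list stands apart on the DsRed_Et array.

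Of 15 Nrf2 target genes, 2 were higher with rifampicin (4 after removal of the trend with level) and 5 with vitamin K2 in adeno-SXR cells, and none was lower. Hmox1, which encodes heme oxygenase, had differences of 0.77 and 2.13, and 1.31 with vitamin K2 in adeno-DsRed cells, where 2 of the list were higher and 7 lower (4 lower with quantile normalization, 5 after removal of the trend). Of 11 iron handling genes, 3 were higher with rifampicin and 2 with vitamin K2, including Cp, which encodes ceruloplasmin (0.80 with rifampicin). Both ligand comparisons share the SXR_Et array, on which 5 of these 11 genes were lower and none higher than in DsRed_Et. In the IGF system (12 genes), 4 were higher and 2 lower without ligand, with Igf1 at 1.00 and Igfbp7 at -1.78. In adeno-SXR cells, 3 of these genes were higher and 2 lower with rifampicin, and 1 was higher and 3 lower with vitamin K2. In the list of YAP, SRF and TGF-beta response genes (15), 2 were higher and 3 lower with rifampicin (1 lower after removal of the trend) and 1 higher and 6 lower with vitamin K2 in adeno-SXR cells, with Tgfbi at -1.01 and -1.26. In adeno-DsRed cells vitamin K2 gave 1 higher and 5 lower iron handling genes, 1 higher and 6 lower genes of the IGF system, and 9 lower (4 after removal of the trend) and no higher genes of the list with YAP.

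Most genes of the other lists were within 1.5-fold with the ligands in adeno-SXR cells. With rifampicin, the number higher and the number lower were 1 and 2 of 13 cartilage-degrading proteases and inhibitors, 0 and 1 of 9 hypertrophy genes, 0 and 1 of 16 hypoxia genes, 1 and 0 of 11 vitamin K cycle genes, 14 p53 targets, 12 Wnt genes, 10 receptors of the NR1 group and partners and 5 AhR targets, and 0 of 21 fatty acid genes, of 4 SXR vitamin K2 genes of osteoblasts and of 11 housekeeping genes. With vitamin K2 in adeno-SXR cells, they were 2 and 3 of the proteases, 1 and 2 of the hypertrophy genes, 3 and 0 of the hypoxia genes, 0 and 1 of the vitamin K cycle genes, 4 and 3 of the p53 targets, 1 and 1 of the Wnt genes, 2 and 4 of the fatty acid genes, 0 and 1 of the AhR targets and of the osteoblast genes, and 0 of the receptors and the housekeeping genes. In adeno-DsRed cells vitamin K2 gave more genes past 1.5-fold in several of these lists. More unchanged genes were also counted in that comparison in simulated data (1375 of 11797, against 102 for vitamin K2 in adeno-SXR cells). The number higher and the number lower were 0 and 9 of the proteases, 3 and 4 of the hypertrophy genes, 3 and 8 of the hypoxia genes, 1 and 7 of the vitamin K cycle genes, 1 and 3 of the p53 targets, 0 and 2 of the Wnt and of the osteoblast genes, 0 and 11 of the fatty acid genes (6 lower after removal of the trend), 0 and 3 of the AhR targets, 0 and 4 of the receptors, and 0 and 8 of the housekeeping genes (4 lower after removal of the trend). Markers of adipocytes, skeletal muscle, blood, endothelium and epithelium were too few above the dim level (4, 4, 2, 1 and 2) to describe. None was past 1.5-fold with either ligand in adeno-SXR cells, and the muscle gene Ckm (0.75) and the keratin gene Krt8 (0.74) were higher with vitamin K2 in adeno-DsRed cells.

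Of the cartilage genes the paper follows in chondrocytes, Col2a1 was at 8.16, 8.41, 8.52, 8.41 and 8.41 in DsRed_Et, DsRed_VK, SXR_Et, SXR_RIF and SXR_VK, and Acan and Mmp13 were dim. Mgp, which encodes matrix Gla protein, had differences of 0.90 with rifampicin and -0.05 with vitamin K2 in adeno-SXR cells. The carboxylase gene Ggcx had -0.69 with vitamin K2 in adeno-SXR cells and -1.30 in adeno-DsRed cells. Across genes, which are not independent replicates, the vitamin K2 differences of the viruses correlated at 0.533. Lower with vitamin K2 in both were 550 genes (179 if the lists were independent) and higher in both were 120 (33.0).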
